# Amniotic fluid‐derived small extracellular vesicles for predicting postnatal severe outcome of congenital diaphragmatic hernia

**DOI:** 10.1002/jex2.160

**Published:** 2024-06-21

**Authors:** Seiko Matsuo, Akira Yokoi, Kosuke Yoshida, Masami Kitagawa, Eri Asano‐Inami, Mayo Miura, Takao Yasui, Sho Tano, Takafumi Ushida, Kenji Imai, Hiroaki Kajiyama, Tomomi Kotani

**Keywords:** amniotic fluid‐derived small extracellular vesicle, cellulose nanofiber sheet, congenital diaphragmatic hernia, microRNA, nitrofen‐induced rat model

## Abstract

Congenital diaphragmatic hernia (CDH) is a life‐threatening condition with high morbidity and mortality rates. The survival rate of neonates with severe CDH is reportedly only 10%–15%. However, prenatal prediction of severe cases is difficult, and the discovery of new predictive markers is an urgent issue. In this study, we focused on microRNAs (miRNAs) in amniotic fluid‐derived small EVs (AF‐sEVs). We identified four miRNAs (hsa‐miR‐127‐3p, hsa‐miR‐363‐3p, hsa‐miR‐493‐5p, and hsa‐miR‐615‐3p) with AUC > 0.8 to classify good prognosis group and poor prognosis group in human study. The AUC for hsa‐miR‐127‐3p and hsa‐miR‐615‐3p, for predicting the poor prognosis, were 0.93 and 0.91, respectively. In addition, in the in vivo study, the miRNA profiles of the lung tissues of CDH rats were different from those of control rats. Additionally, two elevated miRNAs (rno‐miR‐215‐5p and rno‐miR‐148a‐3p) in the lung tissues of CDH rats were increased in the AF‐sEVs of CDH rats. Our results suggest that severe CDH neonates can be predicted prenatally with high accuracy using miRNAs contained in AF‐sEVs. Furthermore, miRNA profile changes in AF‐sEVs reflected the lung status in CDH. Our findings may contribute to the development of advanced perinatal care for patients with CDH.

## 1 INTRODUCTION

Congenital diaphragmatic hernia (CDH) is a malformation that causes a defect in the diaphragm, with an incidence of 1 in 3000−4000 live births (Chatterjee et al., 2020; Keijzer & Puri, 2010; McGivern et al., 2015). It is characterized by high morbidity and mortality owing to pulmonary hypoplasia and hypertension caused by organ intrusion into the thoracic cavity (Wynn et al., 2013). In severe cases, the survival rate is only 10%−15% (Jani et al., 2007). Although foetal endotracheal occlusion (FETO) has improved the survival rate of severe cases from 24% to 49%, many patients still cannot be saved even with FETO treatment (Deprest et al., 2021). In addition, CDH foetuses not indicated for FETO can even result in neonatal death. Therefore, the development of new treatment strategies and prediction of disease severity are urgently required.

Predicting severe neonates is important for prenatal and postnatal treatment strategies and for counselling parents. The lung‐to‐head ratio (LHR), observed‐to‐expected (o/e) LHR, o/e total foetal lung volume, and liver herniation have been reported as prognostic factors; however, their predictive accuracy remains controversial (Akinkuotu et al., 2016; Brindle et al., 2014; Coughlin et al., 2016; Deprest et al., 2009; Lusk et al., 2015). The area under the curve (AUC) for survival prediction by these predictors was 0.70−0.91 (Jancelewicz & Brindle, 2020). o/e LHR is commonly used in clinical settings; however, inter‐observer variability and poor sensitivity are major problems (Bebbington et al., 2014). To identify novel biomarkers, we focused on small extracellular vesicles (sEVs) in amniotic fluids (AFs). EVs are lipid bilayer vesicles released from all living cells and contain proteins and nucleic acids such as microRNAs (miRNAs) (Colombo et al., 2014; Yokoi & Ochiya, 2021). They are stable in body fluids, and have gained increasing attention as disease biomarkers in various fields (Lu et al., 2019; Yokoi et al., 2018; Yu et al., 2021). In obstetrics, abnormal changes in EV concentration and composition have been reported in pregnancy‐related diseases, including preeclampsia, gestational diabetes mellitus, and preterm birth (Zhang et al., 2020). However, biomarkers derived from amniotic fluid‐derived small EVs (AF‐sEVs) have been poorly investigated. AFs, pregnancy‐specific body fluids, mainly consist of foetal renal secretions, but also contain pulmonary secretions (Cananzi & De Coppi, 2012). Therefore, AFs may reflect the foetal lung status, and clinically, lamellar body counts in AFs have been used as an indicator of foetal lung maturation (Mol et al., 1999). Therefore, we believe that injured lung‐derived EVs from CDH foetuses are reflected in AFs. miRNAs, which are small non‐coding RNAs 17−25 nucleotides in length, are the most well‐studied molecules in EVs (Liu et al., 2019). miRNAs play important roles in the post‐transcriptional regulation of biological processes. The expression profiles of miRNAs vary widely between normal and diseased tissues and exhibit condition‐specific characteristics. Increasing evidence has demonstrated that miRNAs can serve as biomarkers not only in tissues but also in EVs in body fluids (Etheridge et al., 2011; Liu et al., 2019).

Thus, we aimed to discover biomarkers for predicting severe CDH by focusing on miRNAs contained in AF‐sEVs. In addition, we assessed whether the miRNA profile changes in AF‐sEVs from CDH foetuses were caused by lung stress, using a rat model.

## 2 MATERIALS AND METHODS

Additional detailed methods are included in the Supplementary material.

### 2.1 Study population and sample collection

AF samples were collected during caesarean delivery from women who provided written informed consent between January 2012 and October 2017. Isolated left‐sided CDH neonates who were born at term (between 37^0/7^ and 41^6/7^ gestational weeks) and those who were born at term at the same time without congenital malformations or neonatal intensive care unit (NICU) admission (control cases: *n* = 24) were included (Figure 1a). Twenty‐one CDH cases were included in the analysis. CDH cases were divided into two groups: a good prognosis group (CDH‐Good; *n* = 16) and a poor prognosis group (CDH‐Poor; *n* = 5). Patients who required extracorporeal membrane oxygenation (ECMO) or died neonatally were defined as the CDH‐Poor group, while the others were defined as the CDH‐Good group. Blood contamination or meconium‐stained amniotic fluid was not observed. After centrifugation at 3000 rpm × *g* for 10 min at 4°C, the supernatant was collected and stored. The study protocol was approved by the Institutional Ethics Board of Nagoya University (approval number: 2022‐0038, approval date: May 11, 2022).

**FIGURE 1:**
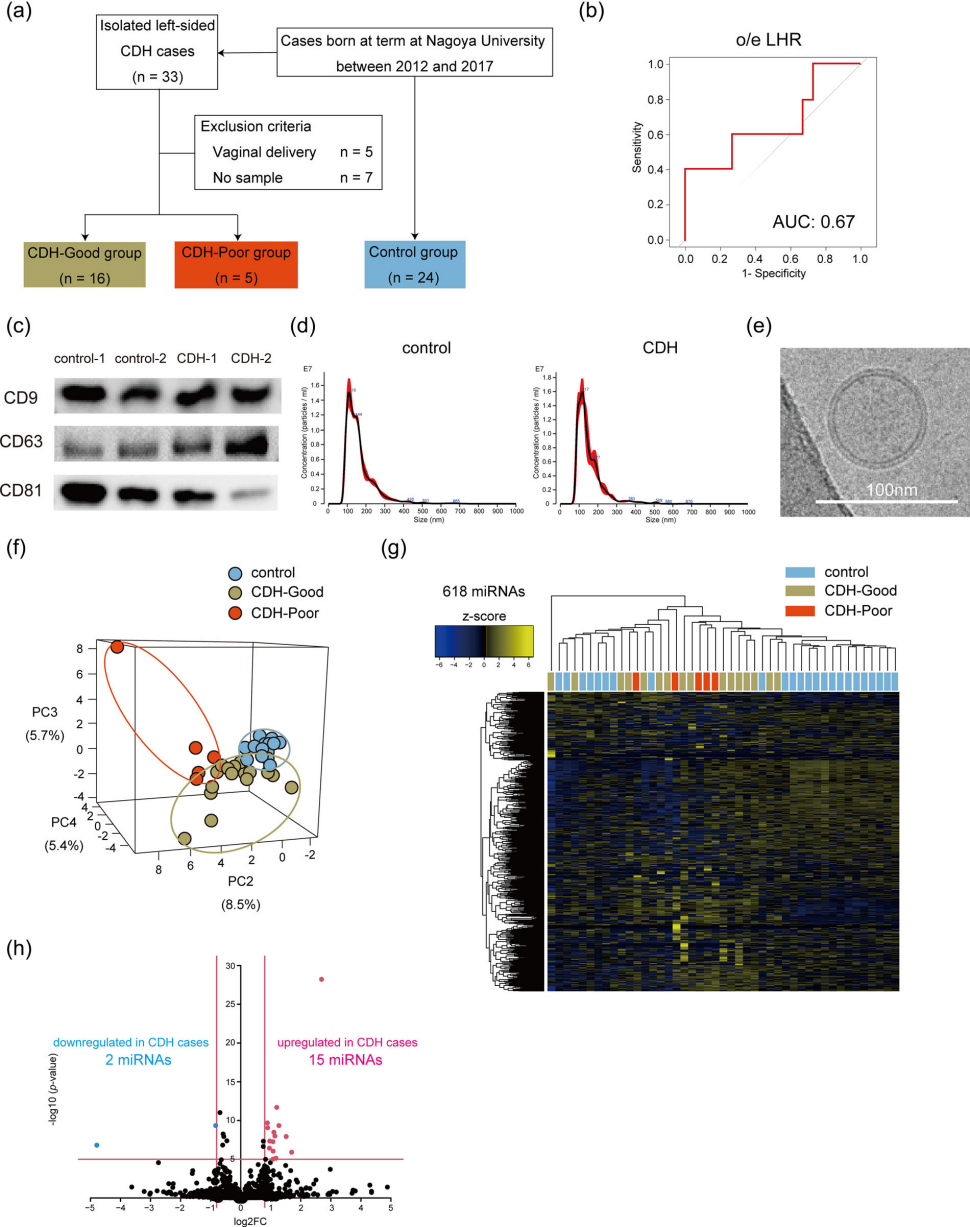
AF‐sEV isolation and small RNA sequencing. (a) Flow diagram of the study populations. Among the 33 isolated left‐sided CDH cases born at term, 21 cases were included in the analysis. CDH cases were divided into the good and poor prognosis groups. Neonates that required extracorporeal membrane oxygenation or neonatal deaths were defined as the CDH‐Poor (*n* = 5), and the others were defined as the CDH‐Good (*n* = 16). Twenty‐four matched control cases were also included in the analysis. (b) Receiver operating characteristic curves for predicting severe CDH cases using o/e LHR (continuous variables). (c) Tetraspanin (CD9, CD63 and CD81) marker expression in amniotic fluid‐derived small extracellular vesicles (AF‐sEVs). (d) Size distribution of AF‐sEVs from a control and CDH case was determined using nanoparticle tracking analysis. (e) Morphology of AF‐sEVs detected using transmission electron microscopy. Scale bar represents 100 nm. (f) Principal component analysis mapping for AF‐sEV miRNA expression of the control, CDH‐Good, and CDH‐Poor cases. Principal component plot using PCs with the best discrimination power (PC2–PC4) were shown. (g) Heatmap for AF‐sEV miRNA expression of the control, CDH‐Good and CDH‐Poor cases. (h) Volcano plot showing differentially expressed miRNAs between AF‐sEVs from control and CDH cases. CDH, congenital diaphragmatic hernia.

### 2.2 Isolation of EVs

The EV isolation method used in this study adhered to the standard principles of the International Society for Extracellular Vesicles (Théry et al., 2018; Witwer et al., 2013). Approximately 1 mL of each AF sample was centrifuged at 10,000 × *g* for 40 min at 4°C (Kubota 3520). The supernatant was filtered using a 0.22 μm filter (Millex‐GV 33 mm, Millipore), and then ultracentrifuged at 110,000 × *g* for 70 min at 4°C using a TLA55 rotor (Beckman Coulter Inc., USA). The pellet was washed with phosphate‐buffered saline (PBS), ultracentrifuged under the same conditions, and resuspended in PBS to extract the sEVs.

For the extraction of rat AF‐sEVs, we used cellulose nanofiber (CNF) sheets as we previously described (Yokoi et al., 2023). CNF sheets were attached to the surface of the rat foetus immediately after the incision of the amniotic membrane. After attaching for a few seconds, the sheets were dried. CNF sheets were dried for about 1‐week, then soaked in 1 mL of 0.22 μm filtered PBS, followed by vortex for 10 s and waiting for 5 min. The CNF sheets were removed and used as rat AF‐sEVs in subsequent experiments. The protein concentration of the EV fraction was determined using a Quant‐iT Protein Assay with a Qubit 2.0 Fluorometer (Invitrogen, Life Technologies, CA, USA).

### 2.3 Confirmation of EVs

To confirm successful sEV isolation and determine the size distribution of the sEVs, nanoparticle tracking analysis was performed using the Nanosight system (Nanosight, Quantum Design Inc., Japan) on samples diluted 50‐ to 100‐fold using PBS. The isolated sEVs were visualized using a phase‐contrast transmission electron microscope (Terabase Inc., Okazaki, Japan) to confirm the lipid bilayer structure. Immunoblot analysis was performed to determine the expression of exosome markers. Uncropped scans of the blots were shown in Figure S4.

To confirm the successful isolation of rat AF‐sEV, we used Nanosight (Quantum Design Inc) and transmission electron microscopy.

### 2.4 Animal model studies

The experimental procedures in this study were approved by the Animal Experiment Committee of Nagoya University Graduate School of Medicine (approval number: M220212‐002 in March 2022), complied with the ARRIVE guidelines, and were carried out according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Pregnant Sprague‐Dawley rats were purchased from Japan SLC, Inc. (Hamamatsu, Japan). All rats were maintained on a 12 h light/12 h dark lighting schedule (lights on at 9:00 AM, off at 9:00 PM) and allowed ad libitum access to water and standard chow. A nitrofen‐induced rat CDH model was established as previously reported (Kluth et al., 1990; Miura et al., 2021). The protocol is shown in Figure 3a. Of the four pregnant rats, two were administered 1 mL olive oil (control) and two were administered 100 mg nitrofen (2,4‐dichlorophenyl‐p‐nitrophenylether, Sigma‐Aldrich, Inc., St. Louis, MO, USA) dissolved in 1 mL olive oil through a gastric tube on embryonic Day 9 (E9). On embryonic Day 21 (E21), the rats were euthanized with carbon dioxide and subjected to caesarean section. After the uterine incision, AF‐sEVs were extracted using CNF sheets. Foetuses were sacrificed by cervical dislocation, weighed, and checked for the presence of a diaphragm using thoracolaparotomy. Next, foetal lung tissues were collected in GentleMACS M tubes (Miltenyi Biotec, Bergisch Gladbach, Germany) containing 1.5 mL of QIAzol buffer (Qiagen, Hilden, Germany). The tissues were homogenized using the dissociation template RNA_01.01 program.

### 2.5 RNA extraction and small RNA sequencing

Total RNA was extracted from human AF‐sEVs and rat lungs using the miRNeasy Mini Kit (Qiagen), according to the manufacturer's protocols. For rat AF‐sEVs, RNA was extracted from CNF sheets using a Urine microRNA Purification Kit (Norgen Biotek Corporation, Ontario, Canada). The CNF sheets were soaked in 1.5 mL of lysis buffer A, vortexed for 15 s, and allowed to stand for 5 min. The CNF sheets were then removed, 99.5% ethanol was added, and it was vortexed for 10 s. The remaining procedures were performed according to the manufacturers’ instructions. Small RNA sequencing was performed using the MiSeq or the NextSeq instrument (Illumina, San Diego, CA, USA).

### 2.6 Statistical tests

RStudio (RStudio, Boston, MA) and R software (ver. 4.0.3) were used. For differentially expressed miRNAs in human AF‐sEVs, Dunnett's test was performed on the control, good, and poor cases, using the control as the reference. To determine the ability of the miRNAs to classify poor and good outcomes, receiver operating characteristic (ROC) curves were constructed. A *p‐value* < 0.05 was considered as statistically significant.

## 3 RESULTS

### 3.1 Patient characteristics, AF‐sEV characterization, and miRNA profiling

Twenty‐one neonates with CDH (CDH‐Good group, *n* = 16; CDH‐Poor group, *n* = 5) and 24 control cases were included in the analysis (Figure 1a). The patient characteristics are shown in Table 1. Gestational age was slightly shorter in CDH‐Poor group compared to the control group (37.4 ± 0.2, 38.1 ± 0.4, *p *< 0.05). In our population, only two CDH‐Poor neonates could be predicted using the o/e LHR. The AUC for prediction of severe neonates in this study population using o/e LHR (continuous variables) and o/e LHR < 25 was 0.67 and 0.70, respectively (Figure 1b, Figure S1).

**TABLE 1:** Patient characteristics.

	Control (*n* = 24)	CDH‐Good (*n* = 16)	CDH‐Poor (*n* = 5)	*p* value
Gestational age at delivery (week)	38.1 ± 0.4	38.0 ± 0.9	37.4 ± 0.2	<0.05
Birth weight (g)	2964 ± 254	2840 ± 328	2783 ± 288	0.27
Male	14/24 (58.3%)	9/16 (56.3%)	3/5 (60.0%)	1.00
o/e LHR (%)	n/a	44.2 ± 17.6	33.6 ± 22.0	0.28
o/e LHR < 25%	n/a	0/15 (0%)	2/5 (40%)	0.05

*Note*: Data are shown as mean ± standard deviation or *n* (%). Tested using one‐way analysis of variance.

Abbreviations: CDH, congenital diaphragmatic hernia; o/e LHR, observed‐to‐expected lung‐to‐head ratio.

AF‐sEVs were isolated by ultracentrifugation. Western blot analysis confirmed the expression of EV‐specific markers (CD9, CD63 and CD81) and the absence of GRP94 (Figure 1c, Figure S4d). In nanoparticle tracking analysis, the control and CDH AF‐sEVs showed similar size distributions (Figure 1d). Mean particle size was 164.5 ± 2.8 nm and 153.6 ± 1.0 nm for control and CDH AF‐sEVs, respectively. The morphology of the control AF‐sEVs was confirmed by cryoelectron microscopy (Figure 1e). Based on these data, we confirmed that EVs were successfully isolated from AFs.

We extracted RNAs from the AF‐sEVs and performed small RNA sequencing. Principal component analysis (PCA) and heatmap revealed that the miRNA profiles of AF‐sEVs in the control, CDH‐Good, and CDH‐Poor groups were significantly different (Figures 1f and g). Principal components plot with the maximum variances (PC1–PC3) are shown in Figure S2.

### 3.2 miRNA candidate selection and predictive performance of differentially expressed miRNAs

Differentially expressed miRNAs were selected by volcano‐plot filtering. Volcano plots showed that 15 miRNAs were significantly upregulated, whereas two miRNAs were significantly downregulated in AF‐sEVs from CDH cases compared to control cases (Figure 1h). Differentially expressed miRNAs are listed in Table S1. Among the 17 differentially expressed miRNAs, those with significant differences in the CDH‐Good and CDH‐Poor groups (*p *< 0.05) and linear expression change (control < CDH‐Good < CDH‐Poor or control > CDH‐Good > CDH‐Poor) were selected for further analysis (hsa‐miR‐127‐3p, hsa‐miR‐3168, hsa‐miR‐363‐3p, hsa‐miR‐370‐3p, hsa‐miR‐493‐5p, hsa‐miR‐584‐5p and hsa‐miR‐615‐3p). A dot plot of the normalized read count of the selected miRNAs is shown in Figure 2a, and the others are shown in Figure S3. Next, to determine the ability of miRNAs to classify the CDH‐Good and CDH‐Poor groups, ROC curves were constructed for the seven miRNA candidates and miRNAs with an AUC > 0.8 were selected and ROC curves are shown in Figure 2b. Four miRNAs were identified. Each miRNA had high predictive performance, with hsa‐miR‐127‐3p and hsa‐miR‐615‐3p having AUC > 0.9. The AUC values for the unselected miRNAs (hsa‐miR‐3168, hsa‐miR‐370‐3p and hsa‐miR‐584‐5p) were 0.64, 0.78 and 0.75, respectively.

**FIGURE 2:**
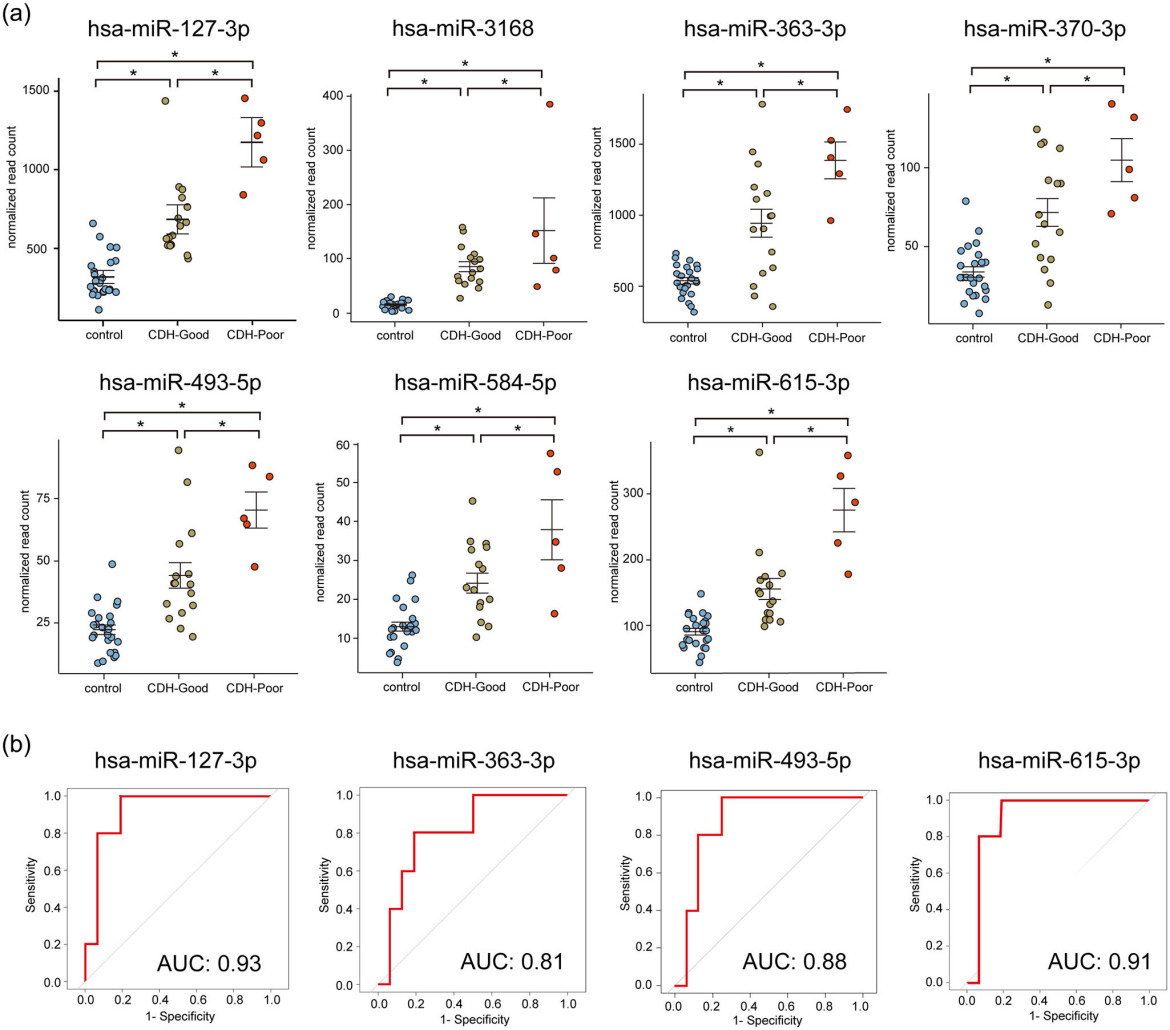
Selection of miRNA candidates and their predictive performance. (a) Dot plot of normalized read count of each miRNA in amniotic fluid‐derived small extracellular vesicles from the control, CDH‐Good and CDH‐Poor cases. Among the differentially expressed miRNAs, those with significant differences in CDH‐Good and CDH‐Poor (*p *< 0.05) and linear expression change were selected. The Dunnett's test was performed on the control, CDH‐Good, and CDH‐poor groups, using the control as the reference. *p < 0.05. (b) Receiver operating characteristic curves of four miRNAs for detecting CDH‐Poor cases from CDH‐Good cases. AUC was calculated and miRNAs with AUC > 0.8 were selected. AUC, area under the curve; CDH, congenital diaphragmatic hernia.

### 3.3 Animal model studies

Eight of the 26 (30.8%) rat foetuses from nitrofen‐administered rats showed a defect in the diaphragm, diagnosed as CDH (Figure 3b). As shown in Figure 3d, the body weight and lung‐to‐body weight ratio of the rat‐CDH group were significantly lower than those of the rat‐control group. On embryonic Day 21, AF‐sEVs were collected from the foetal surface using CNF sheets, and lungs were harvested from both the rat‐CDH and ‐control groups (Figure 3c). We confirmed the successful AF‐sEV isolation using nanoparticle tracking analysis (Figure 3e). Mean particle size from AF‐sEVs was 174.4 ± 3.8 and 171.9 ± 7.0 nm for the rat‐control and ‐CDH groups, respectively. The morphology of control and CDH rat AF‐sEVs was confirmed by transmission electron microscopy (Figure 3f).

**FIGURE 3:**
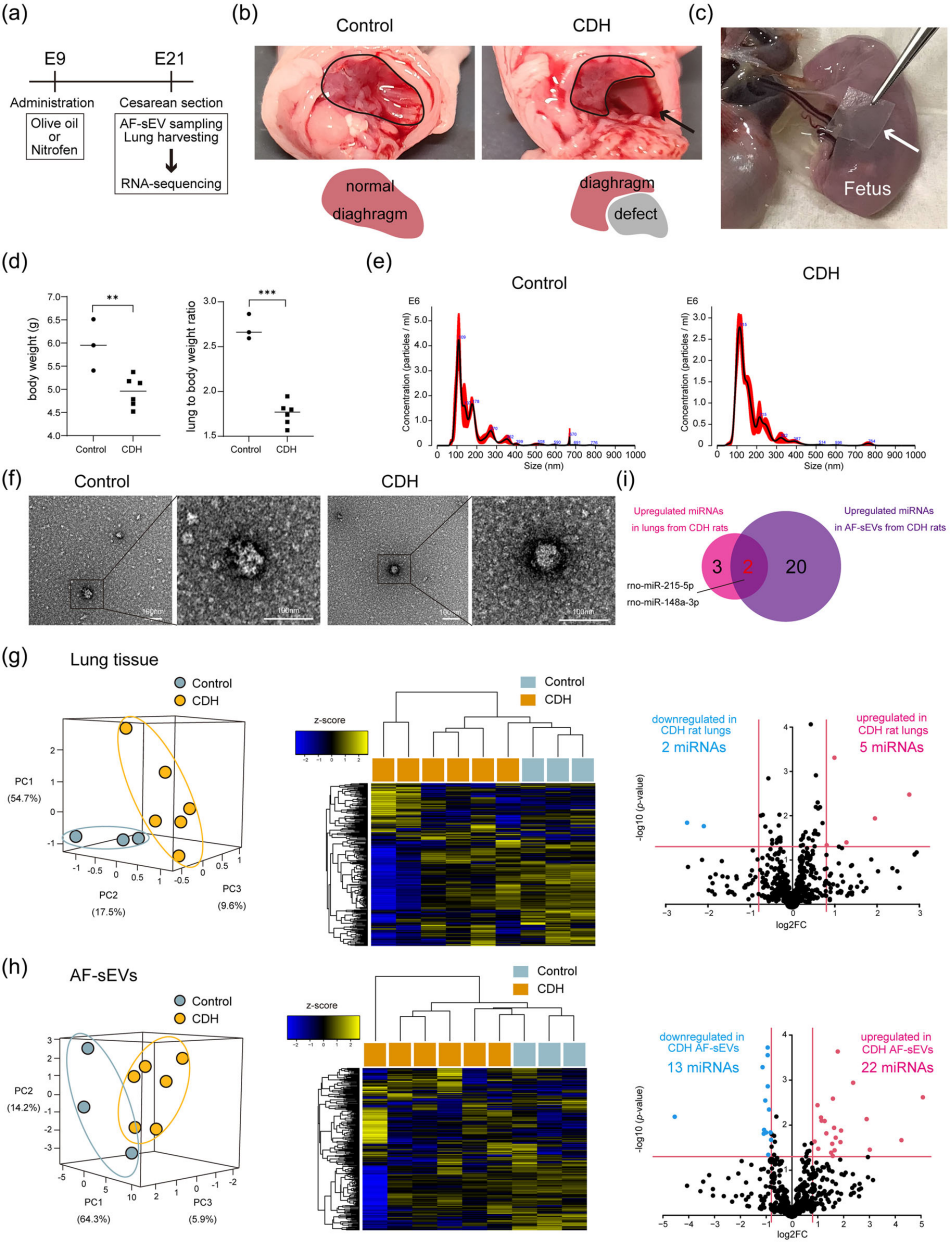
CDH rat model establishment and small RNA sequencing of lung tissue and amniotic fluid‐derived small extracellular vesicles (AF‐sEVs). (a) Experimental scheme of in vivo studies. For establishing CDH rat model, 100 mg nitrofen was orally administered on embryonic Day 9. As for control, pregnant rats were administered 1 mL olive oil instead of nitrofen. A caesarean section was performed on embryonic Day 21 to check for CDH and lungs and AF‐sEVs were harvested. (b) Photographs of the diaphragm of the control and CDH rats. CDH rats showed a large defect in the diaphragm. Schematic diagrams are shown below the photos. (c) Photograph of the rat AF‐sEV collection using the CNF sheet. White arrow indicates CNF sheet. (d) The body weight and the lung‐to‐body weight ratio of control and CDH rat foetuses. **p < 0.01, ***p < 0.001, Student's *t*‐test. (e) Size distribution of AF‐sEVs from a control and CDH rat foetus was determined using nanoparticle tracking analysis. (F) Morphology of AF‐sEVs from control and CDH rats isolated using CNF sheets detected by transmission electron microscopy. Scale bar represents 100 nm. (g) Expression analysis of miRNAs obtained from lung tissue of rats. PCA mapping and heatmap for miRNA expression of control and CDH rat lungs. Blue and orange show control and CDH rats, respectively. Volcano plot showing differentially expressed miRNAs between lungs from the control and CDH rats. (h) Expression analysis of miRNAs from AF‐sEVs of rat foetuses. PCA mapping and heatmap for miRNA expression of control and CDH rat AF‐sEVs. Blue and orange show control and CDH rats, respectively. Volcano plot showing differentially expressed miRNAs between AF‐sEVs from the control and CDH rats. (i) Venn diagram showing upregulated miRNAs in CDH lung tissue and AF‐sEVs compared to control. Two overlapped miRNAs existed. CDH, congenital diaphragmatic hernia; PCA, principal component analysis.

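Dams received 100 mg nitrofen, a herbicide that induces diaphragmatic hernia in rat foetuses, in 1 mL olive oil, or olive oil alone, on embryonic day 9, and foetuses were taken on day 21. Counts were used for lung and for AF-sEVs collected from the foetal surface on cellulose nanofibre sheets, with 3 control, 6 CDH and 6 No-CDH samples of each. No-CDH samples came from nitrofen-exposed foetuses whose diaphragm had no defect. The paper describes 2 dams per treatment, whereas the sample descriptions give 1 control dam, and the dam of each foetus is not named. A difference between dams therefore cannot be told apart from a difference between treatments. The lung columns are known by group alone, so lung samples are named by their order within the group. The authors deposited whole counts of reads per miRNA entry, before normalization and before any filter. Total counts ranged from 394118 to 1001313 per lung sample, with a median of 749374 in control and 837680 in CDH. In AF-sEVs they ranged from 65017 to 300474, with a median of 226033 in control and 268862 in CDH. At these totals, 3 counts correspond to between 3.00 and 7.61 RPM in lung and between 9.98 and 46.1 RPM in AF-sEVs, which covers counting error only. RPM was computed from each sample's total. Groups were compared with the quasi-likelihood test of edgeR after TMM normalization, for miRNAs that reached 100 RPM in at least 1 compared sample, with Benjamini-Hochberg adjustment. The threshold was an adjusted p-value under 0.05 and an absolute log2FC over 0.8, the cutoff that the Supplementary methods state for the rat samples.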

Next, we extracted RNAs from the lung tissues and AF‐sEVs and performed small RNA sequencing. 

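Separation of the miRNA profiles was measured as the share of the total sum of squares of log2(RPM + 1) that lay between control and CDH. In lung this share was 20.0% over 268 miRNAs, and 10 of the 84 possible splits of the 9 samples into 3 and 6 gave a share as large (exact permutation test, one-sided, p = 0.119). In AF-sEVs it was 14.6% over 292 miRNAs, and 24 of the 84 splits gave a share as large (exact permutation test, one-sided, p = 0.286). The smallest p-value this design allows is 0.0119. All splits were used, without regard to the replicate numbers that control and CDH AF-sEVs share. The median over the splits was 11.2% in lung and 10.6% in AF-sEVs. The first 3 principal components held 54.7%, 17.5% and 9.65% of the variance in lung, and 64.4%, 14.2% and 5.92% in AF-sEVs. Among the alternatives, the lung share moved most without the log transformation, to 27.3% (exact permutation p = 0.107). The AF-sEV share moved most without CDH replicate 6, to 21.0% (exact permutation p = 0.196). Control lungs had mean correlations with one another of 0.986 on log2(RPM + 1), and CDH lungs between 0.968 and 0.985. In CDH AF-sEVs, replicate 5, the sample with the lowest total count, had a mean correlation of 0.708 with the other CDH samples, whose own means lay between 0.861 and 0.903. Without that replicate the first component of the AF-sEVs held 52.6% of the variance. The labels name no sequencing batch.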

PCA and heatmap showed that miRNA profiles were different in the rat‐CDH group compared to the rat‐control group, both in lung tissues (Figure 3g) and AF‐sEVs (Figure 3h). The volcano plot revealed that five miRNAs were significantly upregulated in the CDH lungs compared to the control lungs (Figure 3g) and that 22 miRNAs were significantly upregulated in the CDH AF‐sEVs compared to the control AF‐sEVs (Figure 3h). 

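With the adjusted p-value, 0 of 268 miRNAs in lung and 0 of 292 in AF-sEVs passed the threshold between CDH and control. The smallest adjusted p-value from edgeR was 0.261 in lung and 0.383 in AF-sEVs. At an unadjusted p-value under 0.05 with the same log2FC minimum, 1 miRNA was higher and 0 lower in CDH lungs, and 8 were higher and 12 lower in CDH AF-sEVs. The alternative that moved the counts most took unadjusted p-values from edgeR and no RPM filter together, and was chosen after seeing the data. It gave 10 higher and 6 lower miRNAs in lung, and 23 higher and 23 lower in AF-sEVs. DESeq2's Wald test, unadjusted p-values and no RPM filter together gave 5 higher and 2 lower miRNAs of 680 in lung, and 22 higher and 13 lower of 621 in AF-sEVs. With each sample left out in turn under the edgeR test, the adjusted count stayed at 0 in both tissues. The unadjusted AF-sEV counts in those fits ran from 3 to 12 higher and from 4 to 13 lower. They were 3 and 4 without control replicate 1, so they depended on single samples. Control and CDH AF-sEVs share the replicate numbers 1 to 3, which belong to different foetuses. Deviations from the group means of the 3 same-numbered pairs had a mean correlation of -0.304, against 0.0622 for the 15 other pairs. With the replicate number as a block, 0 miRNAs passed the threshold in AF-sEVs, and 4 were higher and 8 lower at an unadjusted p-value under 0.05. CDH samples without a same-numbered control do not inform that fit, which rests on the 3 same-numbered pairs. The numbers in the titles of the lung columns are those of AF-sEV samples and were not matched to lung samples, so no block was fitted in lung.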

The differentially expressed miRNAs in the lungs and AF‐sEVs are shown in Tables S2 and S3, respectively. 

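The counts listed in these tables equal those analysed here for all 7 miRNAs of Table S2 and all 35 entries of Table S3. Some entries are genomic copies of one mature miRNA, such as rno-miR-351-1-5p and rno-miR-351-2-5p, whose counts had a correlation of 0.999 across the 9 samples. Counted by mature name, Table S3 holds 21 higher and 10 lower miRNAs. The log2FC from edgeR had the direction of the table for all 7 and all 35 entries, and 4 entries of each table did not reach 100 RPM in any compared sample. Those took their statistics from a fit without the filter. Adjusted p-values from edgeR lay between 0.377 and 0.560 for Table S2 and between 0.383 and 0.577 for Table S3. When the adjustment covered the listed entries alone, 5 of 7 and 14 of 35 were under 0.05, a count that shows no stability because the entries were selected on the same samples. Permutation p-values of single entries of these tables carry no adjustment and have the same limit. In CDH lungs, rno-miR-376a-3p had 9.59 ± 4.95 RPM (SD, n = 6) against 2.75 ± 2.67 RPM (SD, n = 3) in control, with counts of at most 19 per sample and all 6 CDH lungs above every control (log2FC 1.94, standard error 0.64, edgeR adjusted p = 0.534, exact permutation p = 0.0119). rno-miR-133b-3p had between 1 and 5 counts in CDH and between 0 and 19 in control (edgeR adjusted p = 0.560). rno-miR-592-5p had at most 2 counts in any CDH lung and 2 to 7 in control, at least 1.71-fold lower, with all 6 CDH lungs below every control in RPM (edgeR adjusted p = 0.447, exact permutation p = 0.0119). Among the entries of Table S3 with the smallest p-values there, rno-miR-378a-3p had 166 ± 67.1 RPM in CDH AF-sEVs and 49.6 ± 20.9 RPM in control (SD, n = 6 and n = 3), with all 6 CDH samples above every control (log2FC 1.81, standard error 0.49, edgeR adjusted p = 0.383, exact permutation p = 0.0119). rno-miR-146a-5p had 8410 ± 9110 RPM in CDH and 1804 ± 884 RPM in control, and 4 of 6 CDH samples lay above every control (log2FC 2.49, standard error 0.92, edgeR adjusted p = 0.451). Of the lower entries, rno-miR-351-1-5p had 377 ± 36.3 RPM in CDH and 776 ± 177 RPM in control (log2FC -0.91, standard error 0.24, edgeR adjusted p = 0.383). For rno-miR-450a-3p the values were 72.5 ± 25.5 RPM and 182 ± 32.6 RPM (log2FC -1.18, standard error 0.29, edgeR adjusted p = 0.383). All 6 CDH samples lay below every control for both. No-CDH AF-sEVs, also exposed to nitrofen, had between 280 and 675 RPM of rno-miR-351-1-5p and between 52.3 and 149 RPM of rno-miR-450a-3p. They had between 62.7 and 140 RPM of rno-miR-378a-3p. The differences from control are therefore not shown to belong to the hernia.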

The Venn diagram shows that among the five miRNAs upregulated in CDH rat lung tissues, two (rno‐miR‐215‐5p and rno‐miR‐148a‐3p) were also elevated in CDH AF‐sEVs (Figure 3i).

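In lung, rno-miR-148a-3p had 36499 ± 12226 RPM in CDH (SD, n = 6) and 20789 ± 2589 RPM in control (SD, n = 3), a log2FC of 0.95 (standard error 0.30, edgeR adjusted p = 0.377), and all 6 CDH lungs lay above every control lung (exact permutation test on log2(RPM + 1), two-sided, p = 0.0357). All 6 No-CDH lungs, exposed to nitrofen without a hernia, also lay above every control lung. In AF-sEVs rno-miR-148a-3p had 105624 ± 56898 RPM in CDH and 52503 ± 6835 RPM in control, a log2FC of 1.21 (standard error 0.48, edgeR adjusted p = 0.451). There, 5 of 6 CDH samples lay above every control (exact permutation test, two-sided, p = 0.0833). With each sample left out in turn, its log2FC ranged from 0.71 to 1.06 in lung and from 0.78 to 1.37 in AF-sEVs. With the replicate number as a block, its log2FC in AF-sEVs was 0.71 (edgeR adjusted p = 0.632). That fit rests on the 3 control and CDH pairs with the same number, and the other CDH samples do not inform it. rno-miR-215-5p rested on few counts. In lung it had between 3 and 33 counts per CDH sample and between 1 and 3 per control, and its highest value, 33.5 RPM, was below the RPM filter. The mean in CDH lungs was 13.6 ± 12.1 RPM (SD, n = 6), at least 3.32-fold higher than control (edgeR adjusted p = 0.560 without the filter, exact permutation p = 0.0595). In AF-sEVs it had between 1 and 27 counts in CDH and between 0 and 2 in control. The mean in CDH AF-sEVs was 96.5 ± 160 RPM (SD, n = 6), at least 7.31-fold higher than control (edgeR adjusted p = 0.454, exact permutation p = 0.0714). CDH replicate 5 had 415 RPM and the other CDH samples at most 81.2 RPM, which is below that mean. The mean and the lower limit of the fold therefore depend strongly on replicate 5. In the RefSeq annotation of GRCr8, Mir215 lies next to Mir194-1. With the adjusted threshold, 0 miRNAs were higher in both tissues, so the overlap could not be tested. At an unadjusted p-value under 0.05 from edgeR, rno-miR-148a-3p alone was higher in both. Without the filter, a setting chosen after seeing the data, rno-miR-215-5p and rno-miR-223-5p were also higher in both, the latter named after its values were seen. Under DESeq2's Wald test with unadjusted p-values and no filter the overlap was both miRNAs among 596 tested in both tissues (Fisher's exact test, one-sided, p = 0.0122), a value that treats miRNAs as independent.

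**Figure D1:**
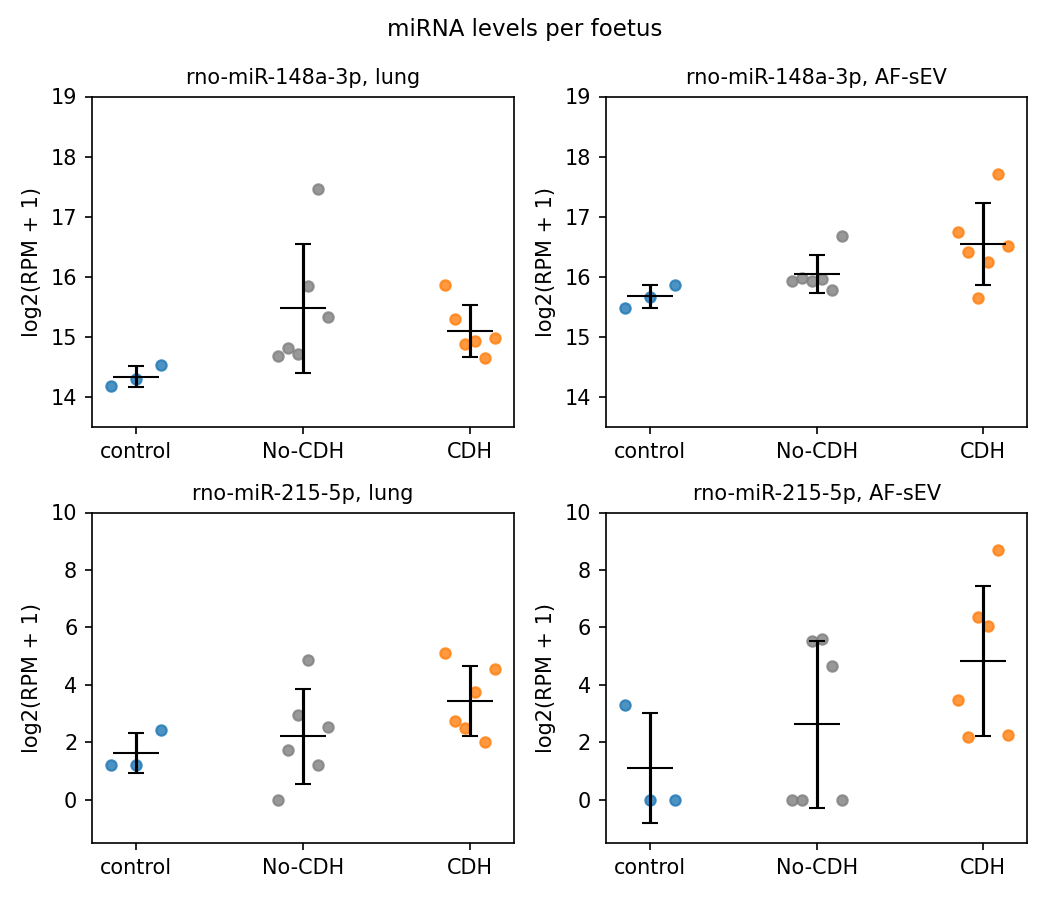
log2(RPM + 1) of rno-miR-148a-3p (top) and rno-miR-215-5p (bottom) in lung (left) and AF-sEVs (right), with 1 point per foetus in 3 control, 6 No-CDH and 6 CDH samples, and bars for the mean and SD. For rno-miR-148a-3p the CDH lungs sit between 14.65 and 15.86, the No-CDH lungs between 14.69 and 17.46, and the control lungs between 14.18 and 14.53. The vertical axes of the upper plots do not start at 0.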

## 4 DISCUSSION

The main finding of this study is that miRNAs contained in AF‐sEVs could be a best biomarker for detecting severe neonates with CDH prenatally. Furthermore, in vivo experiments demonstrate that miRNA profile changes in AF‐sEVs reflected the lung condition of CDH.

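Across the 246 miRNAs tested in both tissues, the log2FC between CDH and control in lung had a Pearson correlation of 0.0810 and a Spearman correlation of 0.174 with the log2FC in AF-sEVs. miRNAs are not independent replicates, so the correlation was compared with the 84 splits of the AF-sEV samples, without regard to replicate numbers. Of these, 18 gave a Pearson correlation as large (exact permutation test, one-sided, p = 0.214) and 22 a Spearman correlation as large (exact permutation p = 0.262). The sign of the log2FC was the same in both tissues for 132 of the 246 miRNAs (53.7%). The alternative that moved the correlation furthest towards the test's threshold was the one without the RPM filter, where the Pearson correlation was 0.244 over 596 miRNAs (exact permutation p = 0.0238) and the Spearman correlation 0.166 (exact permutation p = 0.0714). With each sample left out in turn, the Pearson correlation ranged from -0.0658 to 0.369. The highest was without control lung column 2 (exact permutation p = 0.226). Single miRNAs weighed on this correlation. rno-miR-206-3p, named after its values were seen, lowered it, with a log2FC of -1.82 in lung and 4.68 in AF-sEVs. rno-miR-122-5p raised it, with 1.20 and 4.23. The paper states that the changes of the miRNA profile in AF-sEVs reflect the state of the lungs in CDH.

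**Figure D2:**
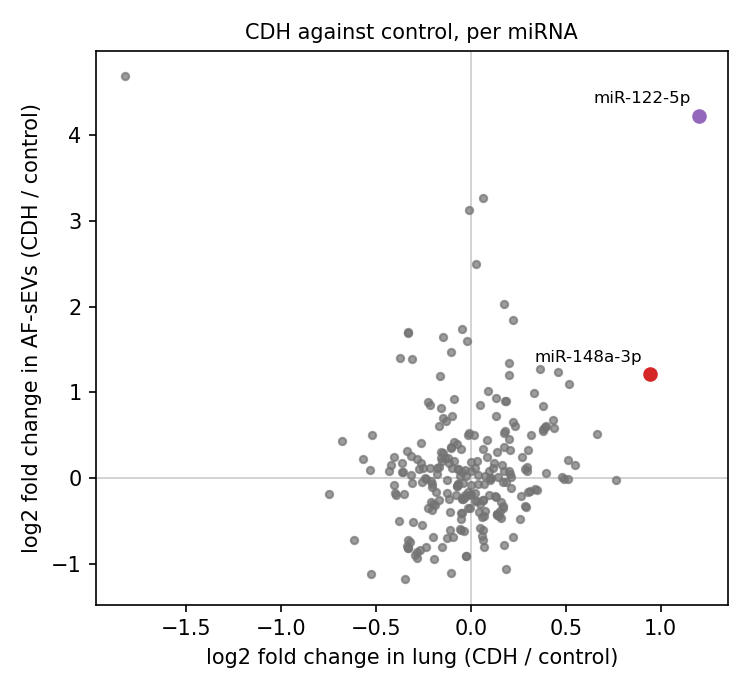
log2FC between CDH and control in lung (horizontal) and in AF-sEVs (vertical), with 1 point for each of the 246 miRNAs tested in both tissues. Values run from -1.82 to 1.20 in lung and from -1.18 to 4.68 in AF-sEVs. rno-miR-148a-3p sits at 0.95 and 1.21, rno-miR-206-3p at -1.82 and 4.68, and rno-miR-122-5p at 1.20 and 4.23.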

In previous reports, AUC for predicting severe CDH using ultrasound and magnetic resonance imaging ranged from 0.70 to 0.91 (Jancelewicz & Brindle, 2020). o/e LHR, which is used to determine FETO indications, is reported to have an AUC of 0.80; however, poor sensitivity and high inter‐observer variability are its weaknesses (Alfaraj et al., 2011; Bebbington et al., 2014). In this study, the AUC for predicting severe neonates with CDH using o/e LHR was up to 0.70. Therefore, molecular biomarker associated with poor prognosis have been poorly investigated. In the present prediction method using miRNAs present in AF‐sEVs, the AUC of hsa‐miR‐127‐3p and hsa‐miR‐615‐3p were 0.93 and 0.91, respectively, suggesting that these biomarkers may be able to predict severe CDH with higher accuracy than conventional prediction methods.

We identified AF‐sEV miRNA candidates that were upregulated in CDH compared to the controls and further upregulated in the CDH‐Poor group compared to the CDH‐Good group. Therefore, we hypothesized that miRNA candidates might be derived from the lungs of severe CDH cases compressed from intra‐abdominal organs. Among the four miRNA candidates, the overexpression of miR‐127 in rat foetal lung organ cultures resulted in impaired lung development (Bhaskaran et al., 2009). miR‐363‐3p upregulated in the lungs of nitrofen‐induced CDH rat models (Zhu et al., 2016) and inhibited rat lung alveolar type II cell proliferation (Zheng et al., 2021). The remaining two miRNAs have not been reported to be associated with lungs. According to a study characterizing AF‐EVs, the term AF‐EVs represents a heterogeneous population of EVs from multiple organs, including the placenta, foetal urine, and stem cells (Gebara et al., 2022). Although there are methods for predicting the origin of EVs using surface markers, methods for identifying lung‐derived EVs remain to be developed. Therefore, in this study, we used a rat CDH model to confirm our hypothesis that the miRNAs upregulated in CDH AF‐sEV originate from the compressed lungs. 

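The other 3 higher miRNAs of Table S2 were also measured in AF-sEVs. In lung, rno-miR-122-5p had 700 ± 295 RPM in CDH (SD, n = 6) and 326 ± 302 RPM in control (SD, n = 3), with 3 of 6 CDH lungs above every control (log2FC 1.20, standard error 0.56, edgeR adjusted p = 0.433). In AF-sEVs it ranged from 7.50 to 158220 RPM in CDH and from 0 to 5780 RPM in control (log2FC 4.23, standard error 2.90, edgeR adjusted p = 0.524). Its log2FC ranged from 0.75 to 2.24 in lung and from 1.02 to 6.94 in AF-sEVs with each sample left out. rno-miR-151-5p had 304 ± 214 RPM in CDH lungs and 190 ± 26.3 RPM in control lungs (log2FC 0.76, standard error 0.46, edgeR adjusted p = 0.503). Its level in AF-sEVs was 130 ± 61.0 RPM in CDH and 145 ± 15.7 RPM in control (log2FC -0.02, standard error 0.46, edgeR adjusted p = 0.992), and the direction changed in some alternatives, to 0.05 with all 3 groups in the fit. rno-miR-376a-3p, below the RPM filter in AF-sEVs, had 28.9 ± 11.9 RPM in CDH and 19.4 ± 8.24 RPM in control (log2FC 0.70, standard error 0.53, edgeR adjusted p = 0.652). The overlap under DESeq2's Wald test with unadjusted p-values and no filter was recomputed with each sample left out. rno-miR-148a-3p was higher past that cutoff in 8 of the 9 lung fits and rno-miR-215-5p in 9 of 9, and each was in 9 of the 9 AF-sEV fits. Between 2 and 4 of the 5 higher lung miRNAs remained in those lung fits, and between 10 and 21 of the 22 higher AF-sEV entries in the AF-sEV fits.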

Two of the five miRNAs upregulated in the lungs of CDH rats, rno‐miR‐215‐5p and rno‐miR‐148a‐3p, were also upregulated in the AF‐sEVs of CDH rats. Thus, the miRNAs upregulated in the lungs of CDH mice also altered the miRNA profile of AF‐sEVs. miR‐215‐5p and miR‐148a‐3p were not significantly different between human CDH‐Good and CDH‐Poor AF‐sEVs. 

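Rat counterparts of the 4 human candidates, miR-127-3p, miR-363-3p, miR-493-5p and miR-615-3p, were read from the rat counts, and no human sample was used. rno-miR-127-3p had 35071 ± 4175 RPM in CDH lungs (SD, n = 6) and 26599 ± 1862 RPM in control lungs (SD, n = 3), with all 6 CDH lungs above every control (log2FC 0.51, standard error 0.15, edgeR adjusted p = 0.377, exact permutation p = 0.0238). In AF-sEVs its level was 28461 ± 5492 RPM in CDH and 31178 ± 2517 RPM in control (log2FC 0.00, edgeR adjusted p = 0.997), and the sign of this small log2FC changed in several alternatives. rno-miR-363-3p had 138 ± 18.5 RPM in CDH lungs and 159 ± 24.3 RPM in control lungs (log2FC -0.10, standard error 0.14, edgeR adjusted p = 0.713). In AF-sEVs it had 59.7 ± 73.0 RPM in CDH and 20.5 ± 11.5 RPM in control, on at most 18 counts per sample (log2FC 1.47, standard error 1.07, edgeR adjusted p = 0.524). rno-miR-493-5p differed by less than the spread between samples in lung, with 437 ± 79.0 RPM in CDH and 412 ± 30.6 RPM in control (log2FC 0.20, standard error 0.20, edgeR adjusted p = 0.618). Its level in AF-sEVs was 534 ± 71.8 RPM in CDH and 429 ± 107 RPM in control (log2FC 0.46, standard error 0.23, edgeR adjusted p = 0.466). rno-miR-615-3p had 0 counts in all 30 samples and was not detectable at this depth.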

The lack of common miRNAs in humans and rats may be due to the different pathogeneses of human CDH and nitrofen‐induced rat models, and the fact that the severity of CDH was not taken into account in the rats. In addition, although human and rat miRNAs are highly homologous, their functions in rats remain unclear. To the best of our knowledge, there are no reports on the functions of rno‐miR‐215‐5p and rno‐miR‐148a‐3p in rat lungs. Further studies are required to confirm these findings.

To date, one study has reported differentially expressed miRNAs in AF‐sEVs of non‐survivors compared with survivors of CDH cases (Fabietti et al., 2021). However, real‐time PCR for a limited number of miRNAs was performed in this study instead of global sequencing. In addition, only CDH cases in which FETO was performed were included in the analysis, and there were no comparisons with control cases without CDH. Furthermore, this study did not discuss the prediction of non‐survivors using miRNAs. To our knowledge, this is the first study to predict severe CDH using miRNAs in AF‐sEVs.

Accurate prenatal prediction of severe neonates of CDH may allow for the following: (1) FETO can be performed on foetuses with an o/e LHR ≥ 25 but predicted to be severe based on EV‐miRNA analysis. (2) Early anticipated transition to ECMO. (3) Appropriate delivery planning and prenatal counselling for parents. We believe that the ideal timing for AF collection is when genetic amniocentesis, amnioreduction, or FETO is performed. A prospective multicentre validation study using prenatal AFs would be required to confirm the utility of miRNAs in AF‐sEVs.

This study has several strengths. First, we compared EV‐miRNAs in control and CDH AFs to narrow down the candidates because the number of CDH cases was not large, and we identified miRNAs with high prediction accuracy. Second, although it was difficult to isolate lung‐derived EVs, we used a CDH rat model and found an overlap between miRNAs upregulated in CDH lungs compared to control lungs and those upregulated in CDH AF‐sEVs compared to control AF‐sEVs, indicating that changes in miRNAs derived from CDH lungs were reflected in AF‐sEVs. Third, we used a novel technique using CNF sheets to collect rat AF‐sEVs, because AFs from rats, especially nitrofen‐induced CDH rats, are too scarce to collect sufficient amounts for ultracentrifugation. We confirmed that the rat AF‐sEVs collected using CNF sheets were successfully isolated. Finally, to the best of our knowledge, this is the first study in which rat AF‐sEVs from individual foetuses were isolated and compared. There were also several limitations of our study. First, the number of CDH cases was relatively small. However, high prediction accuracy was achieved by also analysing the controls. Second, validation in other cohorts was not possible due to the rarity of this disease. Third, the present study used the term AFs collected during caesarean sections, although prenatal AFs are suitable for prediction.

In conclusion, severe CDH cases can be prenatally predicted with high accuracy using miRNAs present in AF‐sEVs. Furthermore, miRNA profile changes in AF‐sEVs reflected the lung status in CDH. We believe that the prenatal prediction of severe CDH can lead to expanded indications for foetal treatment, optimization of postnatal treatment, and better prenatal counselling for parents. Further research is required to confirm these findings.

## GEOLOCATION INFORMATION

Department of Obstetrics and Gynecology, Nagoya University Graduate School of Medicine, Nagoya, Japan (35.157778N, 136.921667E).

## AUTHOR CONTRIBUTIONS

**Seiko Matsuo**: Conceptualization. **Akira Yokoi and Tomomi Kotani**: Conceptualization. **Akira Yokoi**: Methodology. **Kosuke Yoshida**: Methodology. **Masami Kitagawa**: Methodology. **Eri Asano‐Inami**: Methodology. **Mayo Miura and Takao Yasui**: Methodology. **Masami Kitagawa**: Investigation. **Mayo Miura**: Investigation. **Sho Tano**: Investigation. **Takafumi Ushida**: Investigation. **Kenji Imai and Tomomi Kotani**: Investigation. **Akira Yokoi**: Funding acquisition. **Akira Yokoi and Tomomi Kotani**: Project administration. **Akira Yokoi**: Supervision. **Takao Yasui**: Supervision. **Hiroaki Kajiyama and Tomomi Kotani**: Supervision. **Seiko Matsuo and Akira Yokoi**: Writing—original draft. **Seiko Matsuo**: Writing—review and editing. **Akira Yokoi**: Writing—review and editing. **Kosuke Yoshida and Tomomi Kotani**: Writing—review and editing. All the authors discussed the results and commented on the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## HUMAN RIGHTS STATEMENTS AND INFORMED CONSENT

The study was approved by the Institutional Ethics Board of Nagoya University (approval number: 2022‐0038). Pre‐existing samples and medical records were used. Thus, we provided disclosure information on the methods of this study and gave the subjects opportunities to reject enrol in this study.

## Supporting information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

## Data Availability

Small RNA sequence data were deposited in the Gene Expression Omnibus (GEO) under the accession numbers GSE240554 and GSE240558.

# Supplementary material for: Amniotic fluid‐derived small extracellular vesicles for predicting postnatal severe outcome of congenital diaphragmatic hernia
**Source:** J Extracell Biol. 2024 Jun 21;3(6):e160. doi: 10.1002/jex2.160
**Supplement:** Supplementary file 1 — Supporting Information

**Additional detailed methods**

**Immunoblot analysis**

EV samples containing 2.5 μg of protein were denatured at 95 ℃ in sample buffer solution with 3-Mercapto-1,2-propanediol (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) for 5 min and then loaded onto polyacrylamide gels for electrophoretic separation of proteins at 30 mA. Proteins were transferred onto polyvinylidene difluoride membranes. After blocking with Blocking One (Nacalai Tesque Inc., Japan) for 1 h at 15–25 ℃, the membranes were incubated overnight at 4 ℃ with the following primary antibodies: mouse monoclonal anti-CD9 (CBL162, Merck), rabbit monoclonal anti-CD63 (EXOAB-CD63A-1; System Biosciences, LLC, CA, USA), mouse monoclonal anti-CD81 (sc-166029; Santa Cruz Biotechnology, TX, USA), and mouse monoclonal anti-GRP94 (sc-393402; Santa Cruz Biotechnology, TX, USA). Subsequently, the membranes were washed thrice for 5 min using Tris-buffered saline with 0.1% Tween® 20, then incubated for 1–3 h at 15–25 ℃ with secondary horseradish peroxidase-conjugated mouse anti-rabbit IgG (NA934-1ML; Cytiva Lifesciences, USA; dilution 1:5,000) or anti-mouse IgG (NA931-1ML; Cytiva; dilution 1:2,000) antibodies. Membranes were imaged using an ImageQuant LAS 4010 (GE Healthcare, IL, USA).

**Transmission electron microscopy for rat AF-sEVs**

Transmission electron microscopy of rat AF-sEVs was performed as follows. In brief, 10 µL EVs solubilized in ultrapure water were dropped on to Parafilm (Bemis Company, Inc., Neenah, WI, USA). A carbon-coated Formvar copper grid (catalog no. 645, Nisshin EM Co., Japan) was placed on the droplet to immerse its coated side and incubated for 30 s at 15–25 ℃. After negative staining with a 2% uranium diacetate solution for 1 min, the excess solution was dabbed with a piece of filter paper, and the samples were dried at 15–25 ℃. The grid was visualized at increasing magnifications up to 50 K using a JEM-2100 high-resolution transmission electron microscope (JEOL Co., Japan).

**Small RNA sequencing**

Small RNA libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (New England Biolabs, Ipswich, MA, USA), and index codes were added to attribute the sequences to each sample. Next, the polymerase chain reaction (PCR) products were purified using a QIAquick PCR Purification Kit (Qiagen) and a 6% TBE gel (120 V, 60 min). Furthermore, DNA fragments corresponding to 140–160 bp (the length of small non-coding RNA plus the 3′ and 5′ adaptors) were recovered, and the complementary DNAs concentration was measured using the Qubit dsDNA HS Assay Kit and a Qubit2.0 Fluorometer (Life Technologies, Carlsbad, CA). Finally, single-end reads were generated using an Illumina MiSeq or NextSeq (Illumina, San Diego, CA, USA).

The raw data files of small RNA sequencing were analyzed using the CLC Genomics Workbench version 9.5.3 (Qiagen). After adaptor trimming, the data were mapped to the miRbase 22 database, allowing up to two mismatches, and normalized using reads per million (RPM) mapped reads. 

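The rat values analysed here are the counts before this normalization. RPM was recomputed from them, with the sum of all miRNA counts of a sample as its total. A mature miRNA that arises from more than 1 genomic copy has an entry per copy, and summing the copies changed the number of miRNAs that reached 100 RPM from 268 to 244 in lung and from 292 to 264 in AF-sEVs. The highest-ranked miRNA held between 9.10% and 18.1% of the counts in lung samples and between 7.50% and 21.5% in AF-sEV samples.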

For human EV-miRNA analysis, after excluding miRNAs with RPM max < 10 and one case with a markedly different expression pattern, 618 miRNAs were selected for subsequent analyses. For rat miRNA analysis, after excluding miRNAs with an RPM max < 100, 269 and 299 miRNAs were selected for subsequent analysis of the lungs and AF-sEVs, respectively. 

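Over control and CDH samples, 268 miRNA entries in lung and 292 in AF-sEVs reached 100 RPM in at least 1 sample. Over all 15 samples of each tissue, No-CDH included, 273 and 298 did. The text does not name the samples over which the maximum was taken. Without the filter, 680 entries in lung and 621 in AF-sEVs had at least 1 count in the compared samples.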

The heatmap.2 function of the gplot package (ver. 3.1.0) was used for heatmap and hierarchical clustering analyses. To visualize the volcano plots, the log2 fold change (log2FC) and adjusted *p*-values for each gene were calculated using the Wald test in DESeq2 (ver. 

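DESeq2's Wald test, run on the rat counts with the same filter in place of edgeR, put 0 miRNAs past the adjusted threshold in lung and 0 in AF-sEVs. The smallest adjusted p-value from DESeq2 was 0.00295 in lung, for rno-miR-328a-3p, named after its values were seen and with a log2FC under the minimum, and 0.0667 in AF-sEVs. For rno-miR-148a-3p its adjusted p-value was 0.0850 in lung and 0.158 in AF-sEVs. rno-miR-215-5p had a DESeq2 adjusted p-value of 0.102 in AF-sEVs.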

1.30.0). Differentially expressed miRNAs in human AF-sEVs of CDH cases compared to control cases were selected with an adjusted *p*-value < 0.00001 and an absolute log2FC > 0.8 as the cutoff criterion. Differentially expressed miRNAs in the lung tissue and AF-sEVs of CDH rats compared to controls were selected with an adjusted *p*-value < 0.05, and an absolute log2FC > 0.8 as the cutoff criterion.

**Supplementary Figures**

**Supplementary Fig. S1. Receiver operating characteristic curves for predicting severe neonates with congenital hernia using o/e LHR < 25%.**

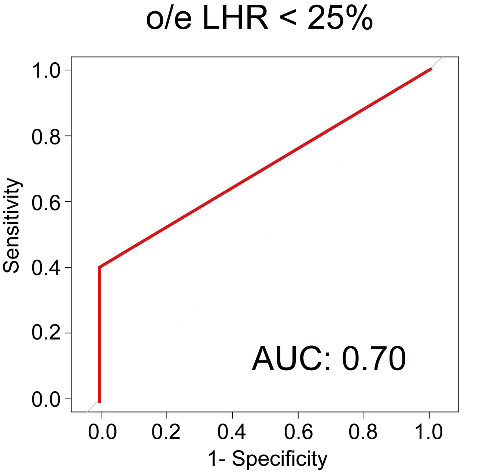

Area under the curve was calculated.

**Supplementary Fig. S2. Principal component mapping for AF-sEV miRNA expression of the control, CDH-Good, and CDH-Poor cases.**

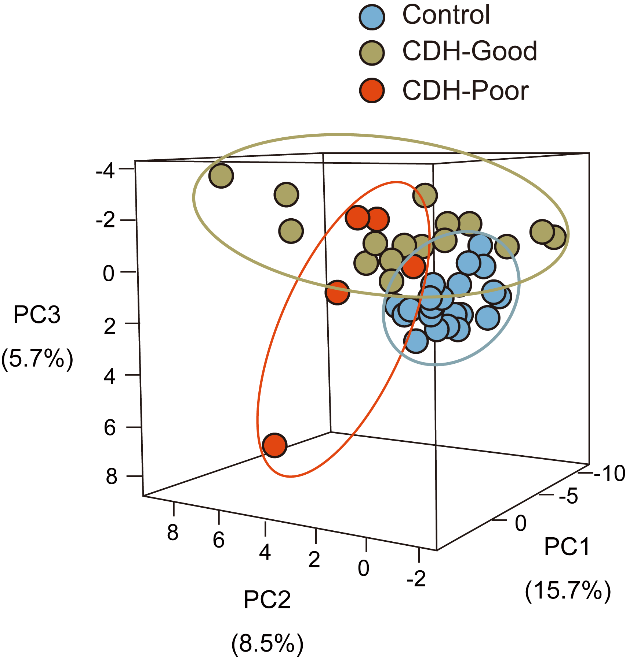

Principal component plot using principal components (PCs) with the maximum variants (PC1–PC3) were shown.

**Supplementary Fig. S3. Dot plot of normalized read count of unselected miRNAs.**

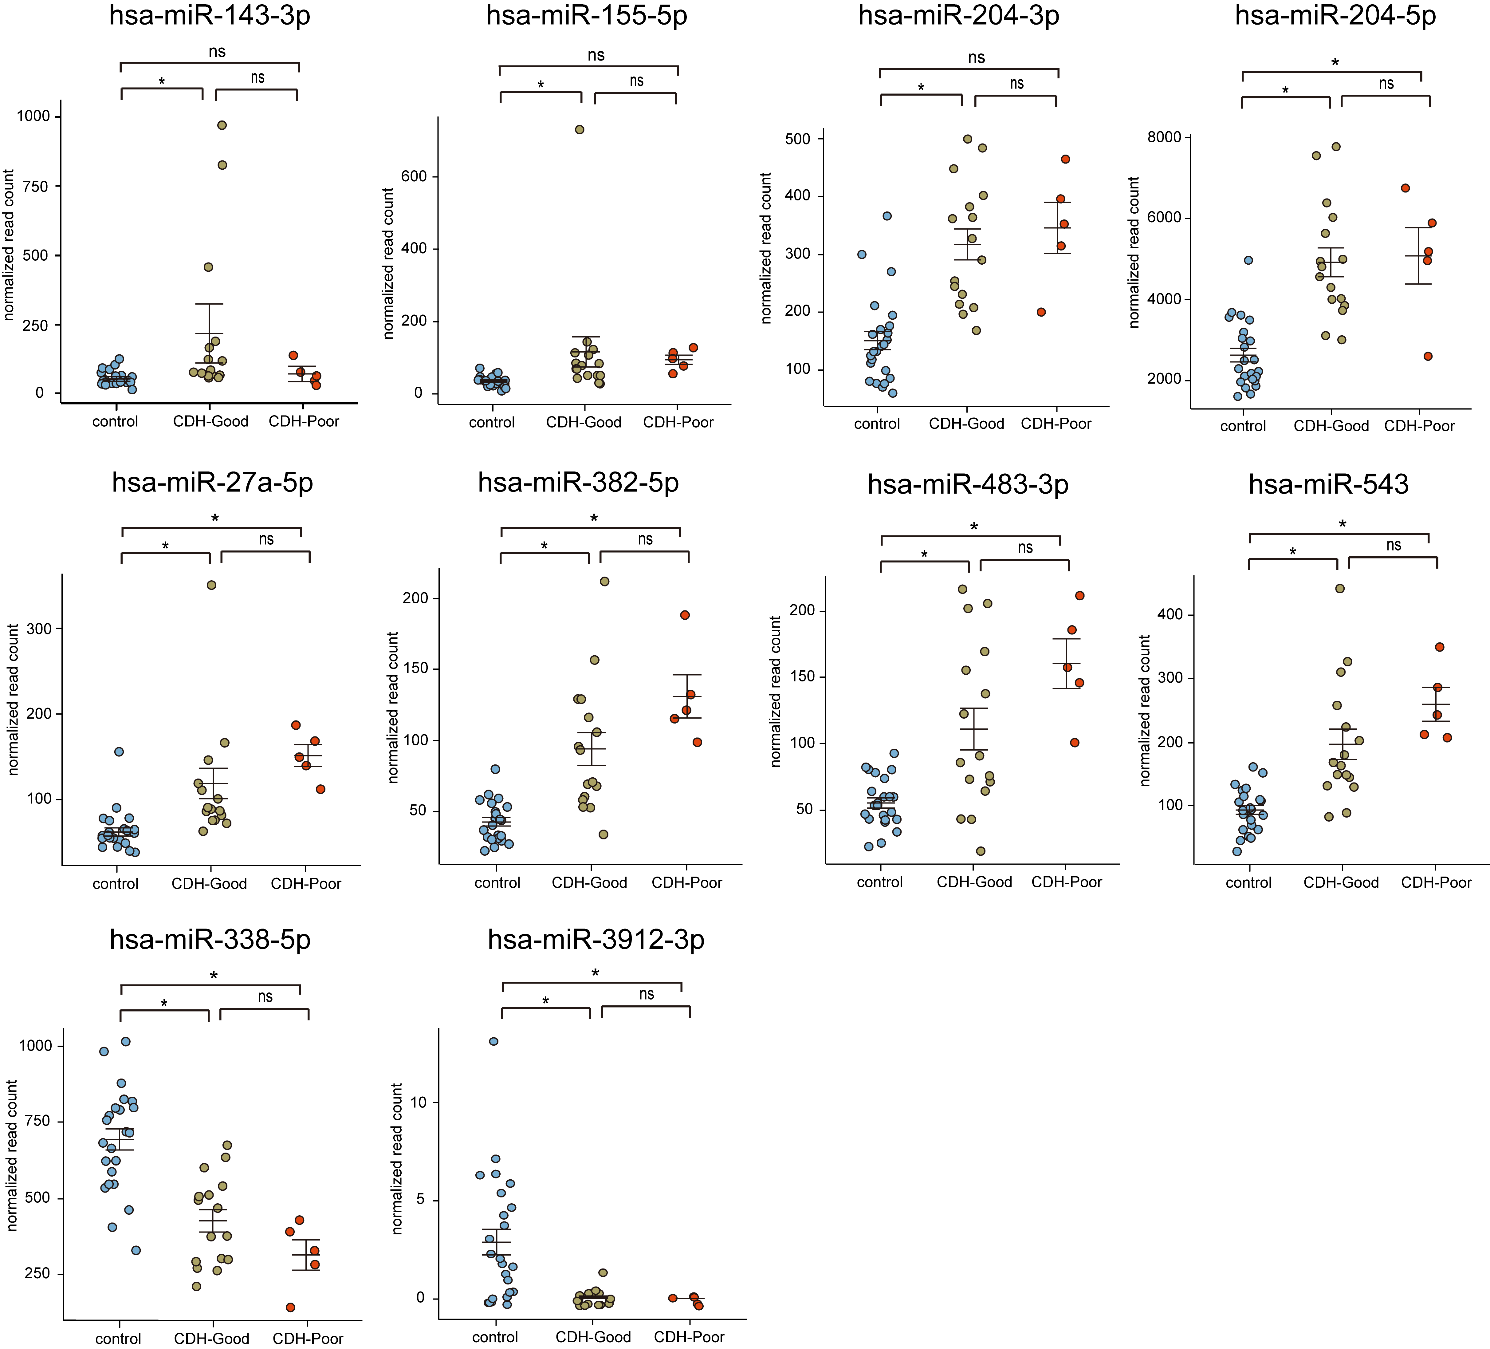

Dot plots of normalized read counts of each miRNA in AF-sEVs from the control, congenital diaphragmatic hernia (CDH)-Good, and CDH-Poor groups. Unselected miRNAs from 17 differentially expressed miRNAs in AF-sEVs of the control and CDH groups are shown. Dunnett’s test was performed on the control, CDH-Good, and CDH-Poor groups using the control as a reference. **P* < 0.05.

**Supplementary Fig. S4. Uncropped blot for western blot analysis.**

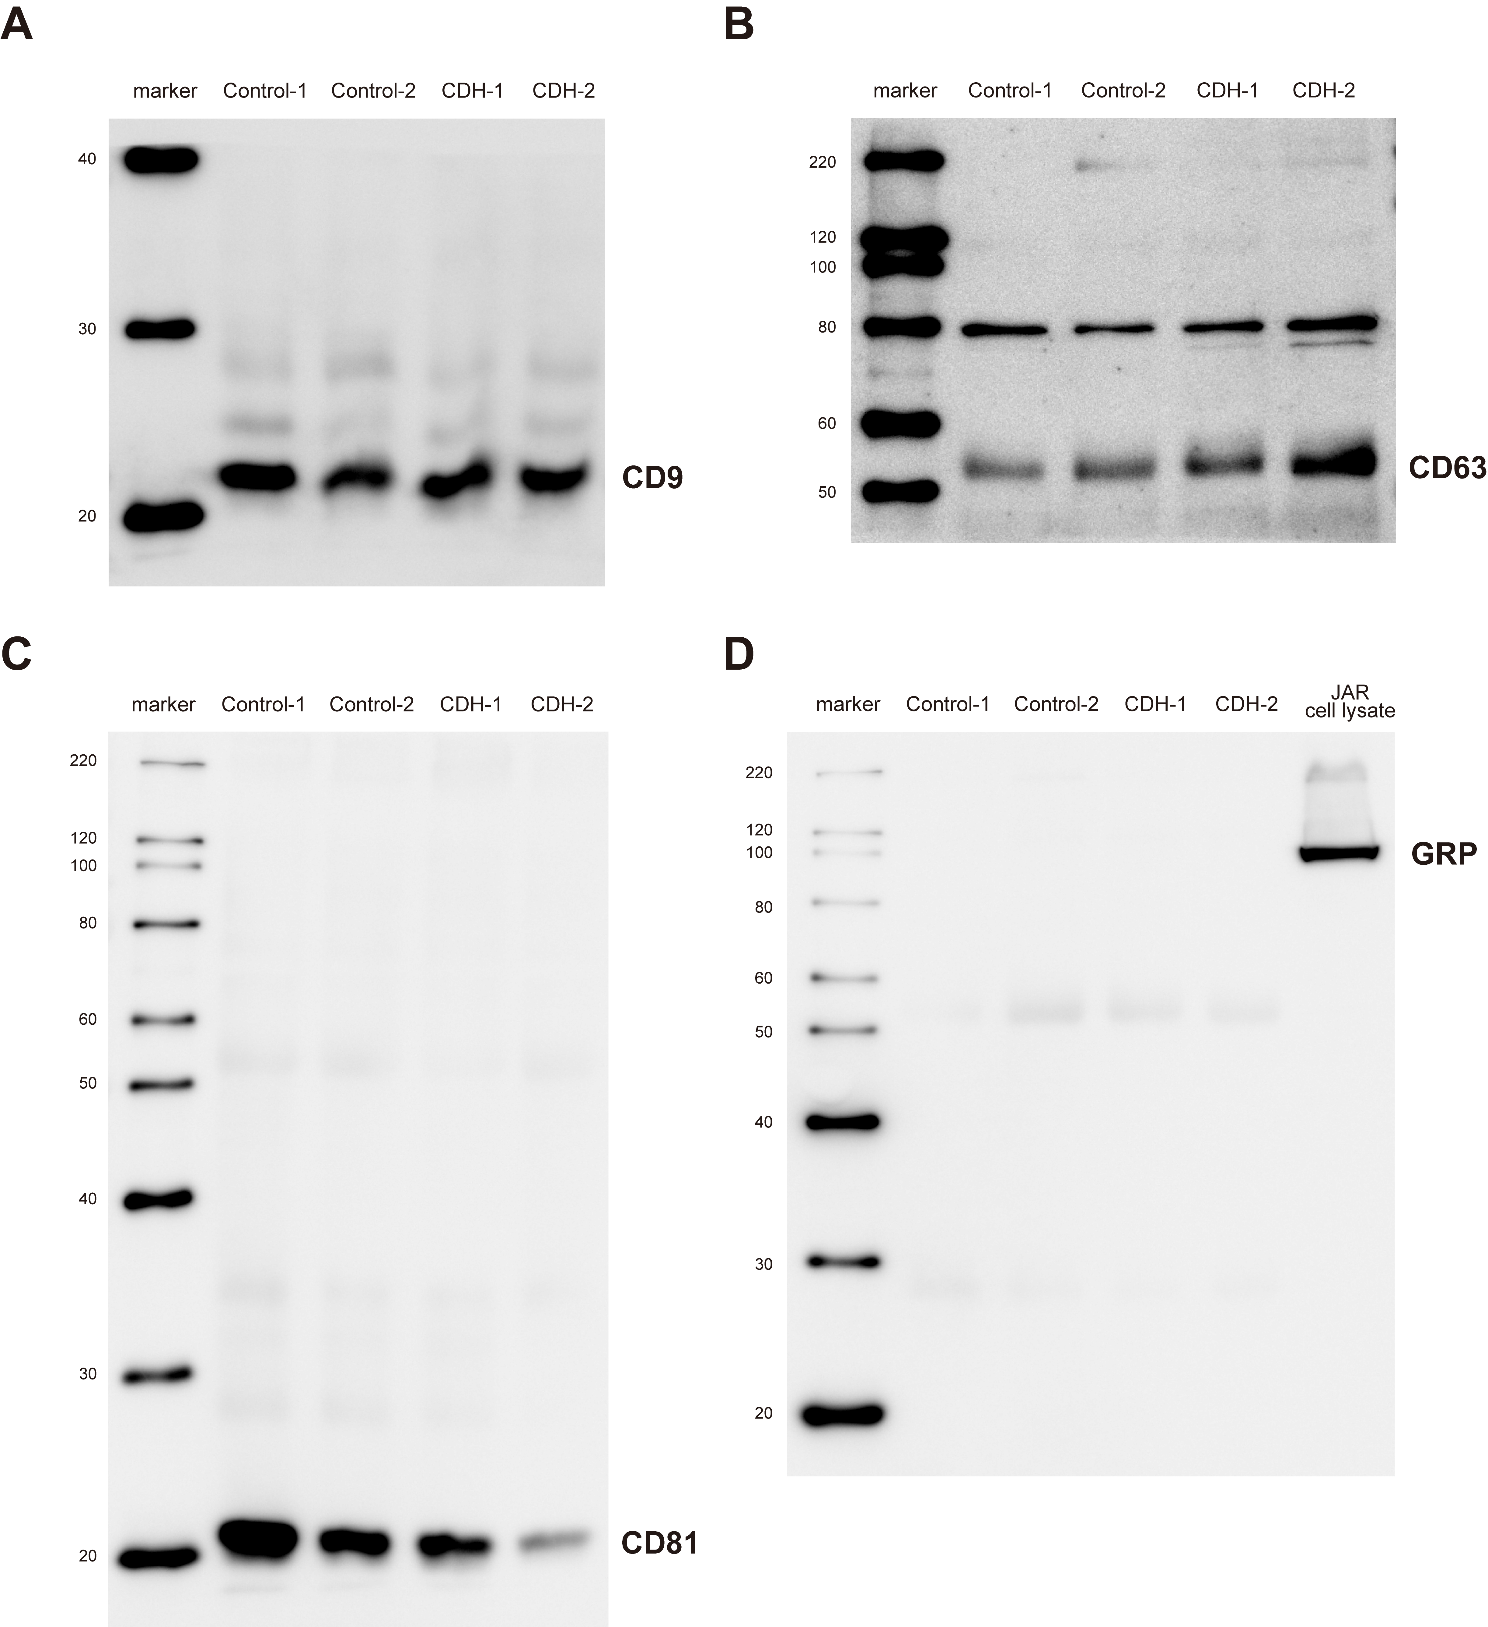

(A–C) Uncropped blot for Fig. 1C.

(D) Uncropped blots for western blot analysis of GRP94 expression. For GRP94 positive control, JAR choriocarcinoma cell line was used. JAR was obtained from the American Type Culture Collection. JAR was cultured in Dulbecco’s modified Eagle’s medium (4500 mg/L glucose) (Nacalai Tesque) supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin. Confluent JAR cells in 6-well plate were rinsed with phosphate buffered saline and were collected in 200 µL of radioimmunoprecipitation assay buffer and the protein concentration was determined using the bicinchoninic acid assay (FUJIFILM Wako Pure Chemical Co., Japan).

How the deposited data were processed for this re-analysis (not part of the article)

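Small RNA from foetal rat lungs and from AF-sEVs was sequenced in 3 control, 6 CDH and 6 No-CDH foetuses per tissue, and 30 count columns were used. The authors trimmed adaptors, mapped reads to miRBase allowing a small number of mismatches, and deposited the read count per miRNA entry, with an entry per genomic copy where a mature miRNA has several. The counts carry no normalization and no RPM filter, which was checked on the values. The column names of the lung table carry AF-sEV titles. Its values equal those of Table S2 for foetal lung, and its columns were used by group, without an assigned foetus. Human samples were not used here.

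RPM was computed from the column totals with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Groups were compared in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment) on miRNAs with at least 100 RPM in at least 1 compared sample. Calls needed an adjusted p-value under 0.05 and an absolute log2FC over 0.8. Standard errors given with an edgeR log2FC were derived, as the absolute log2FC divided by the square root of the test's F statistic. DESeq2 1.42.0 served as the alternative test. Both were tested on simulated data drawn with the means, library sizes and per-miRNA dispersions of these samples and with log2 fold changes of 2. edgeR recovered 100% of the 80 changed miRNAs tested in lung and 85.1% of 94 in AF-sEVs, and DESeq2 100% and 91.5%. Smaller changes, nearer the log2FC minimum of 0.8, were not simulated. These shares therefore do not show how often such changes would be found. With no change simulated, edgeR called 0 miRNAs in either tissue and DESeq2 called 0 in lung and 1 in AF-sEVs. At unadjusted p-values edgeR then called 0 in lung and 8 in AF-sEVs, and DESeq2 called 0 in lung and 9 in AF-sEVs.

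Profile separation, single miRNAs and tissue marker sets were compared with exact permutation tests over all 84 splits of 3 and 6 samples. The pseudocount was 1. Marker sets for muscle, liver, epithelium of intestine, liver and kidney, erythroid cells and leukocytes were listed in advance. Tests of the 5 sets in both tissues were adjusted together. Apart from those that the text says were named after their values were seen, miRNAs named in the text were fixed by rule in advance: those of Tables S2 and S3, the rat counterparts of the 4 human candidates, and the marker sets. From Table S3, the 2 entries with the smallest p-values there in each direction are described, with copies of one miRNA counted once, a narrowing of that rule made after the data were seen. A miRNA below the RPM filter took its statistics from a fit without the filter. Where every sample of a group had at most 3 counts, the fold was computed against 3 counts.

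Total counts lay between 394118 and 1001313 per lung sample and between 65017 and 300474 per AF-sEV sample. The smallest level shown was set by 3 counts. No pair of replicates within a group had identical counts, and the lowest chi-square per degree of freedom among 66 pairs was 9.07. Replicate numbers come from the sample titles and belong to different foetuses. They were tried as a block in AF-sEVs. The alternatives covered the test, the p-value, the filter, normalization, the groups in the fit, genomic copies, the pseudocount, the scaling and each sample left out. The choices were made before the data were examined, except this narrowing, the miRNAs named after their values were seen, the 4 alternatives named as added later under the processing results, and the tests and the criterion that the closing parts name as chosen or changed after a result was seen. Which dam each foetus came from is not stated, so dams were not modelled.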

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

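The tests of liver and muscle RNA, and of nitrofen exposure, were chosen after the results they concern were seen. The test of depth was set beforehand. Of 68 groups of 6 samples examined, 13 held a sample far from the others by Dixon's test, where chance gives 3.4 for normally distributed values. Levels of single miRNAs entered as RPM without a log transformation, which can raise that number. An excess over chance is therefore not shown. Several of the 13 concern the same sample and are not independent.

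CDH replicate 5 of the AF-sEVs stood apart in 5 miRNAs. It had 415 RPM of rno-miR-215-5p against at most 81.2 in the other CDH samples, 214882 RPM of rno-miR-148a-3p against at most 109703, and 158220 RPM of rno-miR-122-5p against at most 15346. It also had 26055 RPM of rno-miR-146a-5p against at most 10170, and 199.9 RPM of rno-miR-363-3p against at most 66.4. Its mean correlation with the other CDH samples was 0.708. The other 5 samples were thinned at random to its total of 65017 counts, 1000 times each, and the lowest mean correlation of a thinned sample with the other 4 was 0.879. Depth alone therefore does not account for the distance. Its liver marker mean exceeded the highest of the other CDH samples by 2.71 on the log2 scale, and its muscle marker mean by 2.56. The excess was not specific to these tissues. Replicate 5 was also highest for epithelium (9.17 against at most 7.06), erythroid cells (10.25 against at most 8.94) and leukocytes (8.85 against at most 8.44). The liver set includes rno-miR-122-5p, which was among the miRNAs that set this sample apart, so the liver value partly restates that observation and cannot test it. RNA from liver or skeletal muscle may account for part of the distance, but the pattern cannot be told apart from other explanations, and contamination at collection cannot be told apart from vesicles of those tissues. Without this sample the log2FC of rno-miR-148a-3p in AF-sEVs was 0.78, the lowest of the 9 fits that each left out a sample.

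Column 5 of the No-CDH lungs had 180783 RPM of rno-miR-148a-3p against at most 58774 in the others, 46874 RPM of rno-miR-127-3p against at most 32034, and a leukocyte marker mean of 6.02 against at least 6.93 on the log2(RPM + 1) scale. Its liver marker mean was below the highest of the other No-CDH lungs, with a difference of -2.23, so the liver markers give no sign of liver RNA. Its muscle marker mean of 3.11 was below the 4.80 of column 1 but above the remaining No-CDH lungs, which had at most 2.74. The muscle markers therefore do not exclude some muscle RNA. No biological explanation was tested.

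The remaining samples far from their group concerned single miRNAs, most of them on few counts. Column 4 of the No-CDH lungs had 27.9 RPM of rno-miR-215-5p, which is 11 counts, and column 1 had 26.9 RPM of rno-miR-133b-3p. Column 5 of the CDH lungs had 714 RPM of rno-miR-151-5p against at most 335. In No-CDH AF-sEVs, replicate 6 had 105249 RPM of rno-miR-148a-3p against at most 64223, and replicate 3 had 190 RPM of rno-miR-151-5p against at most 111. No cause was tested for these.

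rno-miR-148a-3p was also high in the No-CDH lungs, which the paper does not report on. Their mean was 60437 RPM, and all 6 lay above every control lung, which 1.19% of splits of 3 and 6 give by chance. The exact two-sided permutation test of the means on log2(RPM + 1) gave p = 0.0952 on the same samples. CDH lungs had less of it than No-CDH lungs, with a log2FC of -1.26 (edgeR adjusted p = 0.738, exact permutation p = 0.545 over 924 splits), and the log2FC was -0.03 without column 5. DESeq2's Wald test with unadjusted p-values and no filter lists it as lower in CDH than in No-CDH lungs. Nitrofen exposure without a hernia may account for the level in CDH lungs, but the test does not settle it. The requirement on No-CDH lungs was changed from a p-value under 0.05 to all samples above every control after that p-value was seen, and no conclusion is drawn from it. A difference between dams cannot be told apart from exposure, and a p-value over 0.05 with 6 samples per group does not show that the groups are equal.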

How the results depend on the processing

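Alternatives were set before the data were examined, apart from DESeq2 with unadjusted p-values and the RPM filter kept, the mean of same-numbered differences for marker sets, the block in the AF-sEV fit alone for the overlap, and edgeR with unadjusted p-values and no RPM filter. Those 4 were chosen after seeing the data. The tests over other splits of the samples for the adjusted counts were chosen after those counts were seen, and the other split tests before.

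The 6 counts past the adjusted threshold were 0 and stayed at 0 with RLE size factors, library totals, all 3 groups in the fit, copies summed, no log2FC minimum, no RPM filter, the filter over all 15 samples and each sample left out. At an unadjusted p-value under 0.05 they were 1 (lung CDH against control), 4 (lung No-CDH against control), 3 (lung CDH against No-CDH), 20 (AF-sEV CDH against control), 5 (AF-sEV No-CDH against control) and 13 (AF-sEV CDH against No-CDH). DESeq2's Wald test, unadjusted p-values and no filter together gave, in the same order, 7, 20, 11, 35, 10 and 18. edgeR with unadjusted p-values and no filter gave 16, 24, 15, 46, 26 and 34. DESeq2 with the filter and unadjusted p-values gave 2 in lung and 32 in AF-sEVs for CDH against control. DESeq2 with adjusted p-values and the filter gave 0 except in lung No-CDH against control, where it gave 1. The overlap of higher miRNAs was 0, and became 1 at unadjusted p-values, 2 with DESeq2, unadjusted p-values and no filter, and 3 with edgeR, unadjusted p-values and no filter. It was 0 in the 18 fits that left out a sample. That outcome was fixed in advance, because each refit was compared with the other tissue's list, which held 0 miRNAs.

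With the replicate number as a block, the AF-sEV counts were 0 in the 3 comparisons, and at unadjusted p-values 4 higher and 8 lower (CDH against control), 5 and 14 (No-CDH against control), and 5 and 0 (CDH against No-CDH). Both comparisons with control rest on the 3 same-numbered pairs, because samples without a same-numbered control do not inform them. The overlap with this block in the AF-sEV fit was 0, which the lung list, with 0 miRNAs, fixed in advance. Mean correlations of same-numbered deviations were -0.304, 0.387 and -0.0856. No block was fitted in lung because the numbers in the titles of the lung columns are those of AF-sEV samples and were not matched to lung samples. For the same reason the test of same-numbered lung and AF-sEV samples and its alternatives were not run.

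Other splits of the samples gave an adjusted count of at least 0 by definition, in 84, 84 and 100 splits in lung and in 8, 8 and 32 in AF-sEVs, so the count itself shows nothing. At unadjusted p-values, as many miRNAs as in the real groups were found in 55 of 84 splits (lung CDH against control), 30 of 84 (lung No-CDH against control) and 29 of 100 drawn splits (lung CDH against No-CDH). In AF-sEVs the splits compared were those that part as many same-numbered pairs: 2 of 8 (CDH against control), 5 of 8 (No-CDH against control) and 12 of 32 (CDH against No-CDH). Of the other splits, which part fewer pairs, 19 of 76, 50 of 76 and 18 of 68 gave as many. With DESeq2, unadjusted p-values and no filter, 20 of 84 lung splits gave 7 or more, and 1 of 8 AF-sEV splits (6 of the 76 others) gave 35 or more. An overlap of 2 with the lung list was reached in 1 of 8 (0 of the 76 others). With 8 splits no share can be under 0.125, so this comparison cannot settle whether chance gives as many. Over all 84 AF-sEV splits, 7 gave 35 or more miRNAs, and 1, the real one, gave an overlap of 2.

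Profile separation stayed on the same side of its test in all 13 alternatives per tissue, from 16.1% to 27.3% in lung and from 11.9% to 21.0% in AF-sEVs. The correlation of log2FC between tissues was 0.244 without the filter, past its threshold, where the Spearman correlation was 0.166 and not past it. The Pearson correlation ranged from -0.0658 to 0.369 across the 18 fits that left out a sample. The highest value came without control lung column 2. In that sample rno-miR-206-3p held 0.148% of the counts, against 0.0108% and 0.0139% in the other control lungs. The cause was not tested. Numbers passing the RPM filter stayed within 1.5 times in both alternatives.

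Of 115 alternatives for the 10 marker set differences, 110 kept their direction and side, and 5 changed sign. In AF-sEVs, liver ranged from -0.43 to 3.36 and erythroid cells from -1.04 to 1.27 across the 9 fits that left out a sample. The differences between same-numbered samples averaged 0.73 for muscle, 2.33 for liver, 1.25 for epithelium, 0.35 for erythroid cells and 1.73 for leukocytes. Of 470 alternatives for the 30 log2FC values, 454 kept their direction and side. rno-miR-127-3p in AF-sEVs changed sign to 0.0147 without the filter, 0.0108 with DESeq2, 0.0106 with RLE factors, 0.0120 with copies summed and 0.0912 with all 3 groups in the fit, and ranged from -0.0820 to 0.17 with a sample left out. rno-miR-151-5p in AF-sEVs was 0.0473 with all 3 groups and ranged from -0.23 to 0.16. rno-miR-363-3p in lung ranged from -0.19 to 0.0139. These values lie near 0. Depth limits rno-miR-215-5p, whose controls had at most 3 counts, and rno-miR-592-5p, whose CDH lungs had at most 2.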

Differences from the paper's values

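With adjusted p-values, 0 miRNAs were higher in CDH lungs against the paper's 5, and 0 lower against the paper's 2 in Table S2. In AF-sEVs, 0 were higher against the paper's 22, and 0 lower against the paper's 13 in Table S3. The overlap of higher miRNAs was 0 against the paper's 2. Of the alternatives set before the data were examined, DESeq2's Wald test with unadjusted p-values and no RPM filter gave 5, 2, 22, 13 and 2, equal to the paper's values. Unadjusted p-values from edgeR gave 12 lower miRNAs in AF-sEVs, within 1.5 times the paper's 13, and 1, 0, 8 and 1 for the other 4. None of the other alternatives set beforehand closed these gaps. DESeq2 with unadjusted p-values and the RPM filter, chosen after seeing the values, gave 20 higher and 12 lower in AF-sEVs, within 1.5 times, and 2 higher and 0 lower in lung. edgeR with unadjusted p-values and no filter, chosen after seeing the values, gave 23 higher in AF-sEVs and an overlap of 3, both within 1.5 times, but 23 lower in AF-sEVs and 10 higher and 6 lower in lung.

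The log2FC and p-values listed in the tables equal the log2FC and the unadjusted p-values of DESeq2's Wald test without the filter, to the digits compared, for all 7 entries of Table S2 and all 35 of Table S3. DESeq2's adjusted p-values for these entries lay between 0.167 and 0.767 and between 0.0575 and 0.635. The Supplementary methods give an adjusted p-value as the cutoff and state the RPM filter, which 4 entries of each table do not pass.

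The paper states that the profiles differed between CDH and control. The exact permutation tests of the separation gave p = 0.119 in lung and p = 0.286 in AF-sEVs. The paper states that the AF-sEV profile reflects the lung. The log2FC values of the tissues had a correlation of 0.0810 (exact permutation p = 0.214), and without the filter 0.244 (exact permutation p = 0.0238), with a Spearman correlation of 0.166 there (exact permutation p = 0.0714).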

Other observations

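The tests of leukocyte RNA and of reads from a related miRNA were set before their results were seen, and the comparison of the latter with genomic copies was chosen after.

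Of the miRNAs of Table S3 that were higher in CDH AF-sEVs, the 15 that share no precursor with the leukocyte marker set, with copies of one miRNA counted once, had a mean within-group correlation of 0.352 with the leukocyte marker mean across the 15 samples. This was above 99.99% of 10000 random lists of like abundance, whose median was -0.0296. Without CDH replicate 5 it was 0.326, above 99.8%. The 15 correlations ranged from -0.358 to 0.943, so the mean does not hold for each miRNA. RNA of leukocytes is a candidate source of the counts of some of them. The leukocyte marker mean itself was higher in CDH AF-sEVs by 1.74 on the log2 scale, with 4 of 6 samples above every control (exact permutation p = 0.107, adjusted p = 0.278), so a difference between the groups is not shown. In CDH lungs it was lower by a difference of -0.34 (exact permutation p = 0.119, adjusted p = 0.278). Other sources, and a change within the vesicles of one tissue, were not tested.

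rno-miR-215-5p is related in sequence to rno-miR-192-5p, and a constant rate of reads of the related miR-192-5p counted on it was tested as a technical explanation. The share of miR-215-5p in the counts of both varied from 0% to 27.1% in AF-sEVs and from 0% to 9.38% in lung. A constant share was rejected in both tissues (Monte Carlo exact test, p = 0.0001, the smallest that 10000 simulated tables can give). The test covers counting error only and treats reads as independent. The chi-square per degree of freedom of this share was 7.67 in AF-sEVs and 7.72 in lung. Pairs of genomic copies of one miRNA, whose reads are shared between entries, had at most 2.55 over 33 pairs in AF-sEVs and at most 7.56 over 43 pairs in lung. Their medians, 0.114 and 0.101, were under what counting error gives, so they are a weak reference for noise beyond it. Reads shared at a constant rate do not account for the counts of miR-215-5p under these assumptions, and a rate that varies between samples was not tested.

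Among the marker sets, the epithelium set, which includes rno-miR-215-5p, was higher in CDH lungs by 0.75, with 6 of 6 samples above every control (exact permutation p = 0.0238, adjusted p = 0.238). None of the 10 marker set tests had an adjusted p-value under 0.05. For 14 miRNAs and marker sets, the difference between CDH and control was compared between lung and AF-sEVs, with labels permuted within each tissue. The smallest adjusted p-value was 0.294.

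In No-CDH AF-sEVs, rno-miR-148a-3p had 69109 ± 17932 RPM (SD, n = 6), a log2FC of 0.55 against control (edgeR adjusted p = 0.677), and CDH exceeded No-CDH by 0.69 (edgeR adjusted p = 0.987). rno-miR-215-5p had 19.4 ± 22.7 RPM there and 7.17 ± 10.4 RPM in No-CDH lungs. Between No-CDH and control, 0 miRNAs passed the adjusted threshold of edgeR in either tissue, and between CDH and No-CDH 0 did. At unadjusted p-values the counts against control were 4 higher and 0 lower in lung and 2 higher and 3 lower in AF-sEVs. For CDH against No-CDH they were 0 higher and 3 lower in lung and 13 higher and 0 lower in AF-sEVs. Those 13 became 3 without CDH replicate 5, and between 8 and 15 when any other sample was left out. DESeq2 called rno-miR-122-5p higher in No-CDH lungs than in control. Without the filter, the smallest adjusted p-value of DESeq2 was 0.0137 in that comparison and 0.0159 for CDH against No-CDH AF-sEVs, both for rno-miR-122-5p, which was higher in No-CDH lungs and in CDH AF-sEVs. In CDH AF-sEVs, rno-miR-122-5p had 158220 RPM in replicate 5 and at most 15346 RPM in the other samples. Over the alternatives, the smallest adjusted p-value of any miRNA ranged from 0.00979 to 0.731 in the lung comparison and from 0.0159 to 0.9995 in the AF-sEV comparison.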
